A study of Mus musculus with 6 samples. Its data were reported in "Empagliflozin enhances metabolic efficiency and improves left ventricular hypertrophy in a hypertrophic cardiomyopathy mouse model" (2025).

How the data were processed

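Single-nucleus RNA sequencing was performed on the left ventricle of male mice aged 12 weeks. There were 6 libraries in 3 groups, with 2 libraries per group. WT-CD mice were wild type on control diet, R403Q-CD mice carried the R403Q mutation of the myosin heavy chain on the same diet, and R403Q-EMPA mice carried the mutation and ate diet with empagliflozin (EMPA), an inhibitor of sodium-glucose cotransporter 2. Per the labels, the diets began at 9 to 10 weeks of age and the dose was 0.15 mg EMPA per g of diet, about 15 mg/kg. The protocol in the labels also names a longer diet than these ages allow. The paper states that mice for myocardial RNA sequencing were killed after 2 weeks of treatment, without naming the single-nucleus libraries separately. Groups were taken from the labels, and replicates were numbered within a group in the order of deposit, so the numbers pair no libraries across groups.

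The authors prepared nuclei from fresh frozen tissue, sequenced droplet libraries and deposited, for each library, a filtered matrix of UMI counts per gene and nucleus barcode, without normalisation. Per the file headers, the count matrices came from Cell Ranger 8.0.1. Each matrix held whole numbers for 33696 genes, of which 13 were mitochondrially encoded, and 26 symbols occurred more than once. The genome build, the annotation and whether intronic reads were counted were not stated, so no coordinates are given, and genes were named by the identifiers and symbols that the files pair. Reads shared by paralogs could not be separated in a count matrix, which applies to the pair Hspa1a and Hspa1b and to the pair H2-Q6 and H2-Q7.

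Barcodes were kept with at least 500 UMIs, at least 300 detected genes and at most 5% of UMIs from mitochondrially encoded genes. Predicted doublets were removed per library with scrublet in scanpy 1.11.5 (anndata 0.12.19, scikit-image 0.26.0), at its own threshold. A fallback for libraries in which under 0.5% were predicted, of 0.8% per 1000 nuclei, was not needed. Of 69249 barcodes, 45945 nuclei were kept. Counts were scaled to 10000 per nucleus and log transformed. All libraries were clustered together, without integration, on 30 principal components of 2000 variable genes with 15 neighbours and Leiden resolution 1 (igraph 0.11.9, scikit-learn 1.9.0, seed 1). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

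Clusters were assigned to 12 classes by fixed marker genes and are called "-like" because no label gives the type of a nucleus. The scoring rule was changed after looking at the data. The first rule, which counted markers among the top 50 genes by fold, left most large clusters without a name. Under the rule used, a class needed at least 3 of its markers to be enriched at least 2-fold over all nuclei and seen in at least 5% of the cluster's nuclei. A cluster took the class with the largest share of its markers enriched. It stayed unnamed if an unrelated class also had 3 markers enriched and a comparable share. Endothelial-like, endocardial-like and lymphatic endothelial-like counted as related, as did pericyte-like and smooth muscle-like. There were 28 clusters, of which 3, with 58 nuclei, stayed unnamed, because under 3 markers were enriched or because markers of 2 classes were. Nuclei without a class were 0.112% ± 0.0654 of WT-CD, 0.204% ± 0.139 of R403Q-CD and 0.0643% ± 0.0196 of R403Q-EMPA nuclei (mean ± SD, n = 2).

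UMI counts were summed per library and class, since nuclei of 1 library are not replicates. Genes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Each fit held all 6 libraries, with 3 residual degrees of freedom, and each gene's p-values were adjusted by the Benjamini-Hochberg method within a class and comparison. A gene was called at an adjusted p under 0.05. Classes were tested when every library held at least 20 nuclei, which left out the adipocyte-like and Schwann-like classes. Log2 fold changes are given with the SE from the fit and a prior count of 2 was used for log values. CPM of a class are relative to its sum after TMM scaling, and CPM over all nuclei are relative to the library's total over the nuclei kept. The step was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by known folds. In fibroblast-like nuclei it recovered 74.1%, 72.5% and 74.6% of the changed genes for R403Q-CD against WT-CD, R403Q-EMPA against R403Q-CD and R403Q-EMPA against WT-CD, and 6.41%, 5.23% and 6.37% of its calls were false. In cardiomyocyte-like nuclei it recovered 72.7%, 77.0% and 69.8%, with 6.00%, 12.7% and 3.47% false. In endothelial-like nuclei it recovered 69.6%, 68.0% and 74.0%, with 14.6%, 9.46% and 12.4% false. The false share was above the nominal 5% in every simulation except that of R403Q-EMPA against WT-CD in cardiomyocyte-like nuclei.

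Genes were named by a fixed rule. A set of 15 genes in fibroblast-like nuclei and 16 in cardiomyocyte-like nuclei could be named whatever their result. In each class and comparison, the 3 called genes with the largest and the 3 with the smallest log2 fold change were named as well, if both libraries of each group lay on the same side of both libraries of the other. Where no gene was called, the 3 with the smallest p were named. Myh6, Slc5a1, Slc5a2, Xist and Ddx3y were checked over all nuclei.

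Fixed gene lists were tested in fibroblast-like and cardiomyocyte-like nuclei with camera in limma 3.58.1, with an inter-gene correlation preset at 0.01, two-sided and adjusted over the lists of a class and comparison. The 13 lists were collagen, fibroblast activation, cytosolic ribosomal proteins, mitochondrially encoded genes, nuclear genes of oxidative phosphorylation, fatty acid oxidation, the TCA cycle with pyruvate dehydrogenase, catabolism of branched-chain amino acids (BCAA), glycolysis, hypertrophy, mTORC1 targets, sodium and calcium handling, and PPARα targets. The authors tested collections of the public Molecular Signatures Database, which were not at hand, so these lists stand in their place. Lists of chaperone, immediate early, clock and atrial genes were added after results had been seen and are used in the additional observations alone.

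Class shares were percentages of the nuclei kept, compared between groups by an exact two-sided permutation test, whose smallest p for 2 against 2 libraries is 0.333. The share of nuclei with a UMI of Postn was computed after each nucleus was thinned to 500 UMIs, which left out no nucleus. Intervals for single libraries are Wilson intervals at a confidence level of 0.95, and a count of 0 was taken to allow up to 3 counts. Both cover counting error alone. To ask whether EMPA moved genes against the mutation, Pearson's r and Spearman's rho were computed across genes between the log2 fold changes of both comparisons. They were set against 1000 simulated sets of libraries with no group differences, because the comparisons share the R403Q-CD libraries. They were also computed for the 4 choices in which each comparison used a different R403Q-CD library.

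The filters, tests, thresholds for calls, marker genes, 13 gene lists and rule for naming genes were chosen before the data were examined, and so were all alternatives except 1. The scoring rule for clusters, with its thresholds, and the added lists were not. The alternatives were RLE scaling in edgeR, DESeq2 1.42.0 with its own size factors, no filter on low counts beyond 1 count in any library, fits of the 4 libraries of a comparison alone, predicted doublets kept, at least 1000 UMIs per nucleus, Leiden resolution 0.5 and removal of genes over 4-fold more abundant in cardiomyocyte-like sums. For the other results they were fry, fgsea 1.28.0 with 10000 permutations, the 2000 genes with the highest mean, and Postn shares without thinning. Each library was also left out in turn. The alternative chosen later was the one without a mitochondrial filter, which was chosen after seeing how many barcodes the filter removed. The barcodes it added were not screened for doublets. No test compared the effect in a class with the effect in another.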

Results

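UMI counts of nuclei from the left ventricle were examined in 3 groups of mice, with n = 2 libraries in each. Total counts were 39803277 and 40858264 UMIs in WT-CD replicates 1 and 2, 38804980 and 43872197 in R403Q-CD, and 45397128 and 31787308 in R403Q-EMPA. The nuclei kept numbered 9487 and 7612 in WT-CD, 7561 and 6955 in R403Q-CD, and 7930 and 6400 in R403Q-EMPA. Their median depths were 2760 and 3733.5 UMIs in WT-CD, 3383 and 4065 in R403Q-CD, and 3594.5 and 2662.5 in R403Q-EMPA. To see whether replicates were copies of the same library, their counts were compared. They differed by more than sampling noise, with chi-square values per degree of freedom of 39.2 for WT-CD, 6.28 for R403Q-CD and 29.4 for R403Q-EMPA, so no libraries were merged. The labels name no batch. Any batch that coincided with the groups could not be told apart from them.

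The cardiac myosin gene that carries the mutation, Myh6 (ENSMUSG00000040752), was present in all libraries at 2346 to 4098 CPM. The substitution itself is not visible in counts per gene. The target of EMPA, Slc5a2 (ENSMUSG00000030781), gave 2 to 6 UMIs per library, and its relative Slc5a1 (ENSMUSG00000011034) gave 2 to 5. These lie near the 3 counts that a count of 0 allows, so no difference in them was detectable at this depth. Xist (ENSMUSG00000086503), a transcript of female cells, lay at 1.36 to 2.72 CPM and the Y-linked Ddx3y (ENSMUSG00000069045) at 65.8 to 80.9.

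The nuclei fell into 28 clusters and 12 classes. Fibroblast-like nuclei made up 36.3% ± 3.37 (SD, n = 2) of WT-CD nuclei, 29.96% ± 2.18 of R403Q-CD nuclei and 24.7% ± 5.88 of R403Q-EMPA nuclei. Cardiomyocyte-like nuclei made up 10.5% ± 1.75, 13.4% ± 0.858 and 22.1% ± 3.87, and endothelial-like nuclei 23.97% ± 8.87, 30.04% ± 1.04 and 28.1% ± 11.5, in the same order. The share of fibroblast-like nuclei changed by −6.31 percentage points from WT-CD to R403Q-CD (pooled SD 2.84, exact permutation p = 0.333) and by −5.31 points from R403Q-CD to R403Q-EMPA (pooled SD 4.44, exact permutation p = 0.667). From WT-CD to R403Q-EMPA it changed by −11.6 points (pooled SD 4.80, exact permutation p = 0.333). The share of cardiomyocyte-like nuclei changed by 2.85 points from WT-CD to R403Q-CD (pooled SD 1.38), by 8.70 points from R403Q-CD to R403Q-EMPA (pooled SD 2.80) and by 11.5 points from WT-CD to R403Q-EMPA (pooled SD 3.00). Each had an exact permutation p of 0.333, the smallest that 2 against 2 libraries allow. The alternative that moved these shares most was the one without a mitochondrial filter, which gave cardiomyocyte-like changes of 9.77 points from WT-CD to R403Q-CD and 1.37 points from R403Q-CD to R403Q-EMPA. Changes in the endothelial-like share were 6.07, −1.90 and 4.17 points for the same 3 comparisons, within the spread of the replicates, with exact permutation p of 0.667, 1 and 0.667. Leaving out 1 library reversed each of these, with ranges from −0.202 to 12.3, from −10.1 to 6.25 and from −3.99 to 12.3 points. It reversed no fibroblast-like or cardiomyocyte-like change. The fibroblast-like change from R403Q-CD to R403Q-EMPA ranged from −9.47 to −1.15 points. The cardiomyocyte-like change from WT-CD to R403Q-CD ranged from 1.61 to 4.08 points.

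Mean shares of the smaller classes in WT-CD, R403Q-CD and R403Q-EMPA were 12.6%, 10.4% and 6.79% for pericyte-like nuclei, 6.48%, 6.02% and 8.71% for endocardial-like nuclei, and 5.21%, 5.45% and 4.71% for myeloid-like nuclei. Lymphatic endothelial-like nuclei made up 2.51%, 2.14% and 2.44%, and lymphoid-like nuclei 0.863%, 1.39% and 0.871%. Smooth muscle-like, epicardial-like, adipocyte-like and Schwann-like nuclei each made up less than 1% of every group. Adipocyte-like nuclei made up 0.504% and 0.344% of the R403Q-EMPA libraries (40 and 22 nuclei), and from 0.0131% to 0.105% of the others. A cluster of endothelial-like nuclei and a cluster of myeloid-like nuclei were led by the cell-cycle genes Mki67, Top2a and Knl1.

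**Figure D1:**
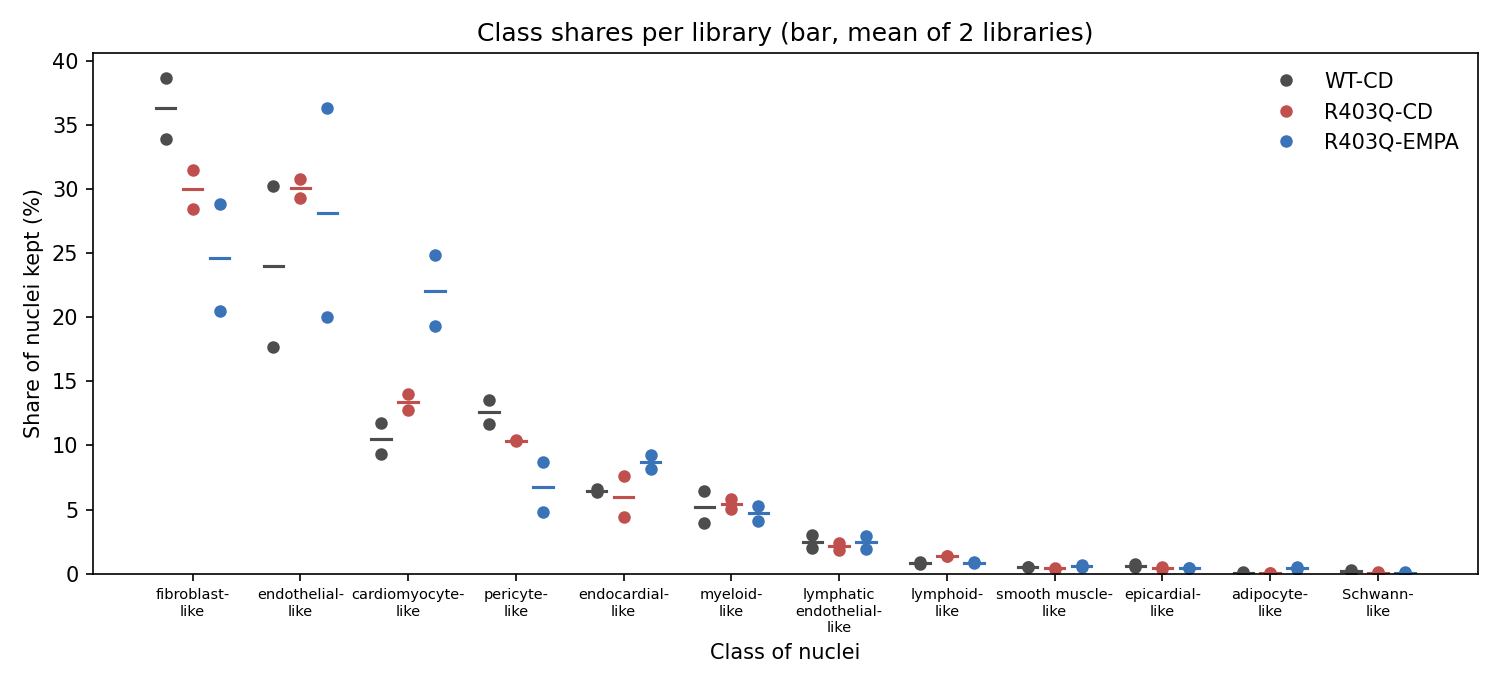
Share of the nuclei kept (%, vertical axis) in each class (horizontal axis). Points are libraries and bars are means of the 2 libraries of WT-CD, R403Q-CD and R403Q-EMPA, and the cardiomyocyte-like mean rises from 10.5% to 13.4% to 22.1%.

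The comparison of R403Q-CD with WT-CD asks what the mutation changed. In fibroblast-like nuclei, 0 of 15042 genes had an adjusted p under 0.05, and 456 had an unadjusted p under 0.05. The alternative that moved this count most, testing without a filter on low counts, called 68 genes, and DESeq2 called 9. The genes with the smallest p were Ahsg (ENSMUSG00000022868), with a log2 fold change of 1.75 (SE 0.256), Fetub (ENSMUSG00000022871), with 1.49 (SE 0.218), and Col4a6 (ENSMUSG00000031273), with 0.97 (SE 0.145). All 3 had an adjusted p of 0.386 and were higher in both R403Q-CD libraries than in both WT-CD libraries. Of the 15 fixed genes, 0 passed over all genes, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Postn (ENSMUSG00000027750), which encodes periostin, had a log2 fold change of 0.82 (SE 0.731, adjusted p 1.00). With 1 library left out, this value ranged from 0.12 to 1.29.

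The comparison of R403Q-EMPA with R403Q-CD asks what the drug changed in mutant hearts. In fibroblast-like nuclei, 24 genes were called, 14 higher and 10 lower in R403Q-EMPA. The count rose to 265 and 276 in the fits that each left out 1 WT-CD library, and to 813 without a filter on low counts. DESeq2 called 234 genes and split them into 115 higher and 119 lower. The called genes with the largest changes were Comp (ENSMUSG00000031849), with a log2 fold change of 4.28 (SE 0.549, adjusted p 0.0351), Hspa1b (ENSMUSG00000090877), with 3.32 (SE 0.447, adjusted p 0.0372), and Hspa1a (ENSMUSG00000091971), with 2.97 (SE 0.390, adjusted p 0.0365). The lowest were Grm8 (ENSMUSG00000024211), with −2.72 (SE 0.328, adjusted p 0.0351), Hunk (ENSMUSG00000053414), with −1.60 (SE 0.219, adjusted p 0.0390), and Gna14 (ENSMUSG00000024697), with −1.45 (SE 0.196, adjusted p 0.0372). Comp stood at 0.916 ± 0.831 CPM in R403Q-CD and 18.1 ± 0.744 CPM in R403Q-EMPA (SD, n = 2). Grm8 stood at 90.4 ± 19.0 CPM and 14.1 ± 7.54 CPM. Of the 15 fixed genes, Comp alone passed over all genes, 12 passed when adjusted over the list alone, and 14 were higher in R403Q-EMPA. Postn was at 41.8 ± 22.8 CPM in R403Q-CD and 252 ± 267 CPM in R403Q-EMPA, where the libraries stood at 441 and 63.6 CPM. Its log2 fold change was 2.6 (SE 0.728, adjusted p 0.202, or 0.0117 when adjusted over the list alone) and fell to 0.61 when R403Q-EMPA replicate 1 was left out. Without that library the log2 fold change of Cilp (ENSMUSG00000042254) went from 3.11 to 1.75, that of Thbs4 (ENSMUSG00000021702) from 4.72 to 3.21, and that of Col1a1 (ENSMUSG00000001506) from 1.23 to 0.55. Over all genes their adjusted p were 0.0652, 0.0545 and 0.292.

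The comparison of R403Q-EMPA with WT-CD asks how treated mutant hearts differed from wild type, and takes mutation and drug together. In fibroblast-like nuclei, 149 genes were called, 74 higher and 75 lower. The count was 51 whichever R403Q-CD library was left out and 945 without a filter on low counts. Spp1 (ENSMUSG00000029304) gave 184 UMIs in R403Q-EMPA and 0 in WT-CD, which is at least 113-fold higher when the libraries of a group are pooled (adjusted p 0.0401). Of these UMIs, 164 came from R403Q-EMPA replicate 1 and 20 from replicate 2, and the bound was not computed without replicate 1. The fitted log2 fold changes, 9.91 and 8.19 without replicate 1, have no measured WT-CD level as their base and give no size. Thbs4 (ENSMUSG00000021702) had a log2 fold change of 6.49 (SE 0.882, adjusted p 0.0165) and Lrrc7 (ENSMUSG00000028176) of 4.6 (SE 0.530, adjusted p 0.0113). With 1 library left out, values for Thbs4 ranged from 4.98 to 7.18 and for Lrrc7 from 4.04 to 5.66. The lowest were Grm8, with −3.26 (SE 0.329, adjusted p 0.00832), Galnt5 (ENSMUSG00000026828), with −3.20 (SE 0.418, adjusted p 0.0156), and Ciart (ENSMUSG00000038550), with −2.59 (SE 0.402, adjusted p 0.0257). Of the 15 fixed genes, 3 passed over all genes and 10 when adjusted over the list alone, and 14 were higher. The 3 were Thbs4, Comp, with a log2 fold change of 3.28 (SE 0.485, adjusted p 0.0215), and Lox (ENSMUSG00000024529), with 1.11 (SE 0.20, adjusted p 0.0427).

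After thinning to 500 UMIs, nuclei with a UMI of Postn made up 0.690% ± 0.373 (SD, n = 2) of fibroblast-like nuclei in WT-CD, 0.930% ± 0.544 in R403Q-CD and 5.66% ± 6.01 in R403Q-EMPA. The libraries of R403Q-EMPA stood at 9.91% (Wilson interval 8.55 to 11.5) and 1.41% (0.964 to 2.06). The difference between R403Q-CD and WT-CD was 0.240 points (exact permutation p = 0.667) and took the other sign, at −0.145, when 1 library was left out. R403Q-EMPA exceeded R403Q-CD by 4.73 points and WT-CD by 4.97 points (exact permutation p = 0.333 for each). Without R403Q-EMPA replicate 1 these differences were 0.480 and 0.720 points. Shares without thinning were 2.49%, 3.59% and 16.1% in WT-CD, R403Q-CD and R403Q-EMPA. The thinned background in cardiomyocyte-like nuclei was 0.0895%, 0.0518% and 0.228%, and in endothelial-like nuclei 0.214%, 0.0920% and 0.430%. Median depths before thinning ranged over the libraries from 2528 to 4559 UMIs in fibroblast-like, from 6900 to 12115 in cardiomyocyte-like and from 2117 to 3423 in endothelial-like nuclei.

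Gene lists in fibroblast-like nuclei were compared by camera, whose mean log2 fold changes and adjusted p are given. In R403Q-CD against WT-CD, 7 of 13 lists were called. Hypertrophy was higher by 0.66 (adjusted p 1.70e-06) and sodium and calcium handling by 0.28 (adjusted p 0.00732). Mitochondrially encoded genes changed by −0.45 (adjusted p 7.78e-08), or −0.29 without WT-CD replicate 1. The other 4 called lists changed little, and their sizes moved with single WT-CD libraries. Oxidative phosphorylation changed by 0.09 (adjusted p 0.000207), with values from −0.22 to 0.53 when 1 library was left out. Fatty acid oxidation changed by 0.12 (adjusted p 0.0128, range 0.01 to 0.27), the TCA cycle by 0.09 (adjusted p 0.0281, range 0.01 to 0.20) and glycolysis by 0.12 (adjusted p 0.0432, range −0.01 to 0.31). Collagen genes changed by −0.17 (adjusted p 0.118) and fibroblast activation by −0.11 (adjusted p 0.427), and without WT-CD replicate 1 these were 0.06 and 0.48. The other lists not called were ribosomal proteins at −0.07, BCAA catabolism at 0.00, mTORC1 targets at −0.11 and PPARα targets at 0.23, with adjusted p of 0.930, 0.930, 0.257 and 0.159. With 1 library left out, ribosomal proteins ranged from −0.43 to 0.44 and PPARα targets from 0.01 to 0.52. Under fry, sodium and calcium handling was the only call to hold (adjusted p 0.0398).

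In R403Q-EMPA against R403Q-CD, 5 of 13 lists were called in fibroblast-like nuclei, and 0 under fry. Fibroblast activation was higher by 1.74 (adjusted p 1.49e-08) and collagen by 0.88 (adjusted p 1.52e-08). Without R403Q-EMPA replicate 1, these values were 0.77 and 0.55. Ribosomal proteins were higher by 0.34 (adjusted p 1.55e-07). Hypertrophy was higher by 0.71 (adjusted p 0.000155), or 0.43 without R403Q-EMPA replicate 1. Mitochondrially encoded genes were higher by 0.37 (adjusted p 0.00110), or 0.06 without R403Q-EMPA replicate 2. The lists not called were oxidative phosphorylation at 0.12, fatty acid oxidation at −0.01, the TCA cycle at −0.01, BCAA catabolism at −0.07 and glycolysis at 0.20, with adjusted p of 0.0958, 0.818, 0.841, 0.418 and 0.0556. They also included mTORC1 targets at 0.24, sodium and calcium handling at 0.09 and PPARα targets at −0.03, with adjusted p of 0.0958, 0.418 and 0.818.

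In cardiomyocyte-like nuclei, 19 of 14244 genes were called in R403Q-CD against WT-CD, 17 higher and 2 lower. The count was 40 and 47 without each R403Q-EMPA library and 476 without a mitochondrial filter, the alternative that moved it most. DESeq2 called 98, of which 73 were higher and 25 lower. The genes with the largest changes were 5830418P13Rik (ENSMUSG00000086236), with a log2 fold change of 2.85 (SE 0.415, adjusted p 0.0356), Atf3 (ENSMUSG00000026628), with 2.61 (SE 0.239, adjusted p 0.00753), and Kcnc1 (ENSMUSG00000058975), with 2.41 (SE 0.367, adjusted p 0.0460). The lower genes were Gm36670 (ENSMUSG00000109696), with −2.33 (SE 0.362, adjusted p 0.0481), and Clstn2 (ENSMUSG00000032452), with −1.27 (SE 0.150, adjusted p 0.0206). Of the 16 fixed genes, 15 passed the filter on low counts, 0 passed over all genes and 2 when adjusted over the list alone, and 4 had an unadjusted p under 0.05. The natriuretic peptide genes Nppa (ENSMUSG00000041616) and Nppb (ENSMUSG00000029019) had log2 fold changes of 1.98 (SE 0.529, adjusted p 0.303) and 1.03 (SE 0.245, adjusted p 0.216). With 1 library left out, values for Nppa ranged from 1.56 to 2.39 and for Nppb from 0.53 to 1.41. Nppa stood at 48.2 ± 16.6 CPM in WT-CD, 190 ± 68.9 in R403Q-CD and 882 ± 740 in R403Q-EMPA (SD, n = 2). Nppb stood at 28.1 ± 0.367, 57.5 ± 24.2 and 115 ± 0.945 CPM.

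In R403Q-EMPA against R403Q-CD, 55 genes were called in cardiomyocyte-like nuclei, 21 higher and 34 lower, and 275 and 323 without each WT-CD library. The count was 32 without a mitochondrial filter, of which 18 were higher and 14 lower. Hspa1b (ENSMUSG00000090877) gave 80 UMIs against 1, a ratio of 67.6 with a counting interval of 11.8 to 2705 (adjusted p 0.0475). Myl7 (ENSMUSG00000020469), a myosin light chain gene, had a log2 fold change of 4.61 (SE 0.721, adjusted p 0.0334) and Tpm2 (ENSMUSG00000028464) of 3.05 (SE 0.381, adjusted p 0.0190). The lowest were Gm5427 (ENSMUSG00000112647), with −2.29 (SE 0.406, adjusted p 0.0499), Tmem266 (ENSMUSG00000032313), with −2.14 (SE 0.295, adjusted p 0.0284), and Dhrs3 (ENSMUSG00000066026), with −1.61 (SE 0.251, adjusted p 0.0332). Of the 15 fixed genes tested, 0 passed over all genes and 4 when adjusted over the list alone, each with an unadjusted p under 0.05. These were Nppa, with a log2 fold change of 2.21 (SE 0.521, adjusted p 0.114), Nppb, with 1.00 (SE 0.234, adjusted p 0.113), Pdk4 (ENSMUSG00000019577), with −1.65 (SE 0.546, adjusted p 0.237), and Ppargc1a (ENSMUSG00000029167), with −0.997 (SE 0.293, adjusted p 0.199). With 1 library left out, values for Nppa ranged from 0.91 to 2.88, for Nppb from 0.63 to 1.51 and for Pdk4 from −2.27 to −0.53.

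In R403Q-EMPA against WT-CD, 664 genes were called in cardiomyocyte-like nuclei, 287 higher and 377 lower, and 377 and 380 without each R403Q-CD library. Without a filter on low counts the count was 1435. Hspa1a (ENSMUSG00000091971) gave 133 UMIs against 2, a ratio of 44.4 with a counting interval of 12.1 to 371 (adjusted p 0.0120). Adgrb3 (ENSMUSG00000033569) gave 47 against 1, a ratio of 31.4 with an interval of 5.37 to 1267 (adjusted p 0.0204), and Htr4 (ENSMUSG00000026322) 84 against 2, a ratio of 28.1 with an interval of 7.53 to 236 (adjusted p 0.0162). Gm50396 (ENSMUSG00000117838) gave 1 UMI against 19, lower by a ratio of 28.4 with an interval of 4.52 to 1181 (adjusted p 0.0403). G630018N14Rik (ENSMUSG00000085620) had a log2 fold change of −3.42 (SE 0.628, adjusted p 0.0149) and Grhl2 (ENSMUSG00000022286) of −3.13 (SE 0.531, adjusted p 0.0114). Of the 15 fixed genes tested, 2 passed over all genes and 3 when adjusted over the list alone. The 2 were Nppa, with a log2 fold change of 4.19 (SE 0.573, adjusted p 0.00465), and Nppb, with 2.04 (SE 0.247, adjusted p 0.00318).

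**Figure D2:**
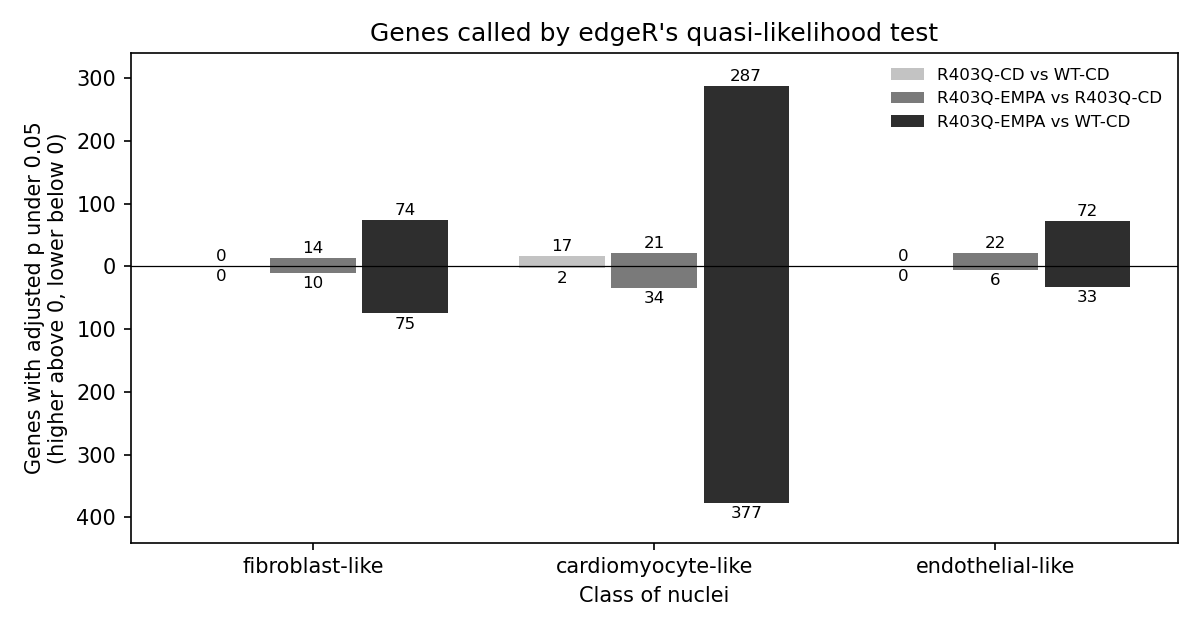
Number of genes with an adjusted p under 0.05 in edgeR (vertical axis, higher genes above 0 and lower genes below 0) for each class (horizontal axis) and comparison (shade). R403Q-EMPA against WT-CD in cardiomyocyte-like nuclei has 287 higher and 377 lower genes.

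In cardiomyocyte-like nuclei, 5 of 13 lists were called in R403Q-CD against WT-CD, and 0 under fry. Hypertrophy was higher by 0.43 (adjusted p 0.0221), or 0.20 without R403Q-CD replicate 2. Ribosomal proteins were higher by 0.13 (adjusted p 0.00140) and oxidative phosphorylation by 0.14 (adjusted p 0.000512). Without WT-CD replicate 2 these were −0.15 and −0.0039, and without WT-CD replicate 1 they were 0.53 and 0.37. Mitochondrially encoded genes changed by −0.23 (adjusted p 0.00356), or −0.13 without WT-CD replicate 1, and took the other sign, at 0.87, without a mitochondrial filter. Collagen genes changed by −0.52 (adjusted p 0.0459), but by 0.40 without WT-CD replicate 1 and by 0.30 without a mitochondrial filter. Fatty acid oxidation changed by −0.11 (adjusted p 0.108), and by 0.24 without a mitochondrial filter. Fibroblast activation changed by −0.44, the TCA cycle by 0.08, BCAA catabolism by −0.07 and glycolysis by 0.05, with adjusted p of 0.101, 0.226, 0.341 and 0.616. For mTORC1 targets, sodium and calcium handling, and PPARα targets the changes were −0.02, −0.03 and 0.14, with adjusted p of 0.80, 0.881 and 0.902. With 1 library left out, fibroblast activation ranged from −0.78 to 0.25 and PPARα targets from −0.37 to 0.81.

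In R403Q-EMPA against R403Q-CD, 7 of 13 lists were called in cardiomyocyte-like nuclei, and 0 under fry. Mitochondrially encoded genes were higher by 0.39 (adjusted p 2.57e-05), ribosomal proteins by 0.18 (adjusted p 0.000927) and oxidative phosphorylation by 0.14 (adjusted p 0.00167). Without a mitochondrial filter these took the other sign, at −0.35, −0.28 and −0.36. Hypertrophy was higher by 0.60 (adjusted p 0.000927), glycolysis by 0.36 (adjusted p 0.00183) and collagen by 0.58 (adjusted p 0.0294). BCAA catabolism changed by −0.29 (adjusted p 0.00200). Without R403Q-EMPA replicate 1 the values were 0.29 for hypertrophy, 0.18 for glycolysis, 0.04 for collagen, 0.12 for ribosomal proteins and −0.19 for BCAA catabolism. The lists not called were fibroblast activation at 0.58, fatty acid oxidation at −0.01 and the TCA cycle at 0.11, with adjusted p of 0.0649, 0.900 and 0.0795. They also included mTORC1 targets at 0.24, sodium and calcium handling at −0.05 and PPARα targets at −0.44, with adjusted p of 0.0795, 0.618 and 0.321. With 1 library left out, fibroblast activation ranged from −0.16 to 1.14 and mTORC1 targets from 0.03 to 0.50.

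In endothelial-like nuclei, 0 of 14057 genes were called in R403Q-CD against WT-CD, and 491 had an unadjusted p under 0.05. DESeq2 called 5 and testing without a filter on low counts 68, the alternative that moved it most. The smallest p belonged to Adam23 (ENSMUSG00000025964), Gm39465 (ENSMUSG00000111389) and Nrap (ENSMUSG00000049134), with log2 fold changes of 1.49, 1.24 and 0.96 (SE 0.243, 0.202 and 0.158), each with an adjusted p of 0.948. In R403Q-EMPA against R403Q-CD, 28 genes were called, 22 higher and 6 lower, and 198 and 200 without each WT-CD library. DESeq2 called 125, of which 76 were higher and 49 lower. The largest log2 fold changes were those of Hspa1b (ENSMUSG00000090877), with 5.99 (SE 0.375, adjusted p 0.000698), Hspa1a (ENSMUSG00000091971), with 5.51 (SE 0.352, adjusted p 0.000698), and Hsph1 (ENSMUSG00000029657), with 3.75 (SE 0.275, adjusted p 0.00108). H2-Q6 (ENSMUSG00000073409) changed by −3.98 (SE 0.595) and H2-Q7 (ENSMUSG00000060550) by −3.78 (SE 0.563), both with an adjusted p of 0.0499, and Cd247 (ENSMUSG00000005763) by −2.42 (SE 0.348, adjusted p 0.0443). In R403Q-EMPA against WT-CD, 105 genes were called, 72 higher and 33 lower, and 33 and 41 without each R403Q-CD library. The largest were Hspa1a, with 5.83 (SE 0.379), and Hspa1b, with 5.74 (SE 0.380), both with an adjusted p of 0.000775, and Nppa (ENSMUSG00000041616), with 4.50 (SE 0.737, adjusted p 0.0379). The value for Nppa fell to 2.66 without R403Q-EMPA replicate 1. Nppa was also called higher in myeloid-like and pericyte-like nuclei, with log2 fold changes of 3.58 and 4.53, and its level in endothelial-like nuclei, 294 ± 297 CPM in R403Q-EMPA, lay below that in cardiomyocyte-like nuclei. The lowest were Gm49455 (ENSMUSG00000115943), with −3.63 (SE 0.497, adjusted p 0.0233), Cyp26b1 (ENSMUSG00000063415), with −3.11 (SE 0.465, adjusted p 0.0291), and Nr1d1 (ENSMUSG00000020889), with −2.72 (SE 0.434, adjusted p 0.0369).

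**Figure D3:**
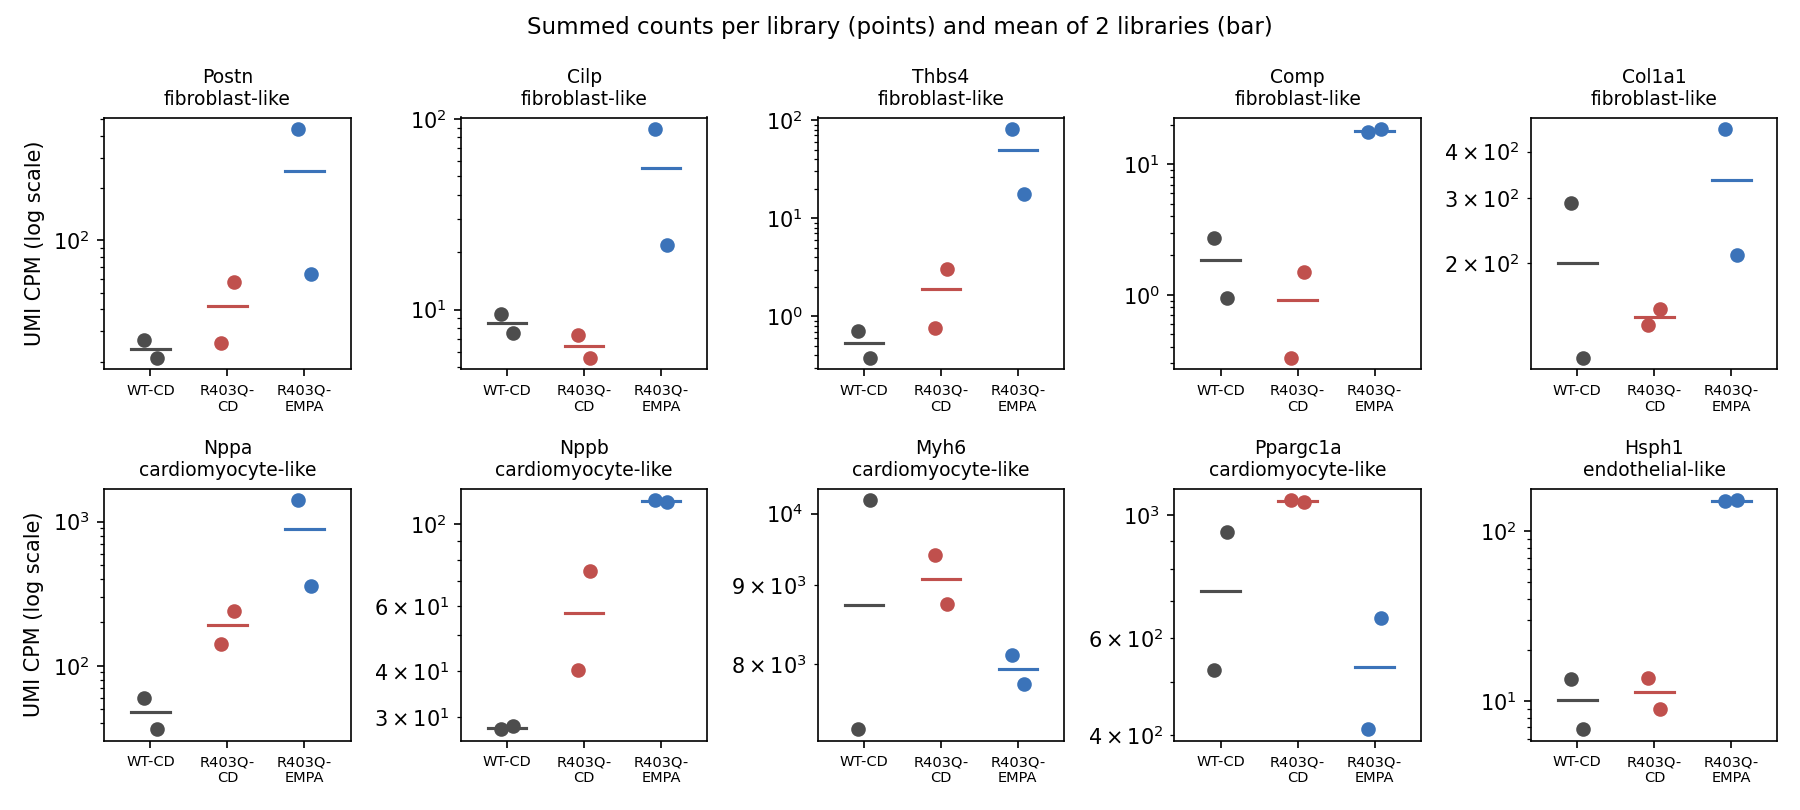
CPM of the summed UMI counts of a class (vertical axis, log scale) by group (horizontal axis) for genes named in the text, each in the class given above its panel. Points are libraries and bars are means of 2 libraries, and the R403Q-EMPA libraries part at 441 and 63.6 CPM for Postn.

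In the 7 other classes tested, 702 genes were called in all, of which 5 were in R403Q-CD against WT-CD, 181 in R403Q-EMPA against R403Q-CD and 516 in R403Q-EMPA against WT-CD. The total was 3321 without a filter on low counts, and the 181 became 546 and 587 without each WT-CD library, while the 5 became 17 and 18 without each R403Q-EMPA library. In R403Q-CD against WT-CD, the calls were Mamdc2 (ENSMUSG00000033207) in myeloid-like nuclei, with a log2 fold change of −3.25 (SE 0.361, adjusted p 0.00906), and 4 genes in epicardial-like nuclei. These were Pid1, with 3.27, Zeb2, with 2.62, Itgbl1, with 2.01, and Csmd1, with −2.55. There were 0 calls in endocardial-like, pericyte-like, lymphatic endothelial-like, lymphoid-like and smooth muscle-like nuclei, where 417, 412, 282, 208 and 202 genes had an unadjusted p under 0.05. In R403Q-EMPA against R403Q-CD, 90 genes were called in endocardial-like, 70 in pericyte-like, 10 in myeloid-like, 5 in epicardial-like, 4 in lymphatic endothelial-like and 2 in smooth muscle-like nuclei. In lymphoid-like nuclei 0 were called, with 440 at an unadjusted p under 0.05. Hsph1 (ENSMUSG00000029657) was among the largest changes in pericyte-like, lymphatic endothelial-like and myeloid-like nuclei, with log2 fold changes of 3.14, 2.54 and 2.05. Other calls in lymphatic endothelial-like nuclei included Pdia6, with 1.93, and P4ha1, with 1.35, the latter of which was named after its values were seen. Those in epicardial-like nuclei were Diaph3, Dnajc3 and Col3a1, which were higher, and Cd38 and Nr4a3, which were lower. Those in smooth muscle-like nuclei were Pde10a, with 3.40, and Zfp804b, with −3.72. In R403Q-EMPA against WT-CD, 250 genes were called in endocardial-like, 188 in pericyte-like, 57 in myeloid-like, 14 in epicardial-like, 5 in lymphatic endothelial-like and 2 in smooth muscle-like nuclei. The 5 were Hsph1, Stc1 and P4ha1, with 3.19, 2.18 and 1.57, Nrxn3, with −1.30, and Scn3a, with 1.46, which was named after its values were seen. The 2 in smooth muscle-like nuclei were Pde10a, with 3.66, and Grm7, with 2.26. In lymphoid-like nuclei 0 were called, with 522 at an unadjusted p under 0.05. Without each R403Q-CD library the 516 became 429 and 417, and there were 59 and 64 calls in lymphoid-like and 35 and 37 in smooth muscle-like nuclei.

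Whether EMPA moved genes against the mutation was asked across genes, which are not independent replicates. In fibroblast-like nuclei, the log2 fold changes of R403Q-CD over WT-CD and of R403Q-EMPA over R403Q-CD had r = −0.21 and rho = −0.23 over 15042 genes. Simulated libraries with no group differences gave a mean r of −0.48 (−0.51 to −0.45), so the observed r was less negative than the value that the shared R403Q-CD libraries alone produce. Of 1000 simulated sets, 0 gave an r as high, the fewest possible, for a two-sided share of 0.00200. Each gene was simulated independently, so shifts shared by many genes of a library were absent and the simulated range covers less than the real spread. A difference confined to R403Q-EMPA would also make r less negative. In either class the simulated share therefore does not decide whether EMPA moved genes against the mutation. With a different R403Q-CD library in each comparison, r ranged from −0.03 to 0.07. With 1 library left out it ranged from −0.39 to −0.06. In cardiomyocyte-like nuclei, r was −0.08 and rho −0.09 over 14244 genes, against a simulated mean of −0.50 (−0.52 to −0.47), and 0 of 1000 simulated sets gave an r as high. With different R403Q-CD libraries r ranged from 0.05 to 0.17, and with 1 library left out from −0.30 to −0.01. Without a mitochondrial filter, r in these nuclei with different R403Q-CD libraries ranged from −0.15 to 0.13. The alternative that moved r most among those that kept all libraries was the 2000 genes with the highest mean count, which gave −0.32 in fibroblast-like nuclei and 0.06, with the other sign, in cardiomyocyte-like nuclei. In the latter, rho was −0.0095 and kept its sign. Over these 2000 genes, with a different R403Q-CD library in each comparison, r was negative for all 4 choices in fibroblast-like nuclei, from −0.28 to −0.12, and ranged from −0.0044 to 0.25 in cardiomyocyte-like nuclei.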

Values the study reported

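The study tested gene sets in bulk RNA from hearts, in fibroblasts of the single-nucleus data, and in the heart proteome and phosphoproteome. In the proteome at 25 weeks of age, it reported that collagen formation was higher in R403Q hearts and that EMPA countered this. Its supplement also lists pathways that changed in fibroblasts of R403Q-EMPA against R403Q-CD hearts, which are not quoted. It described fibroblast activation in the nuclei of untreated R403Q hearts, with values in its supplement alone, which are not quoted. In bulk RNA, for the Reactome set on collagen formation, it gave a normalised enrichment score of 2.28 in R403Q-CD against WT-CD mice, with an FDR q of 0.0001, and of −2.25 in R403Q-EMPA against R403Q-CD mice, with an FDR q of 0.0014. By histology at 25 weeks of age, it reported that cardiac fibrosis was increased by 267% in R403Q hearts and that EMPA reduced this by 50%.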

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

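The test on cardiomyocyte markers in this part was chosen only after the result was seen. The test on barcodes with many UMIs was written before its result, but the limit for reading its value was set after the value had been seen.

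Barcodes over the mitochondrial limit entered comparisons between groups only in the alternative without that limit, and are reported because their share was above the level in the wild-type controls. Among barcodes that met the limits on UMIs and genes, 20.4% ± 2.20 (SD, n = 2) in WT-CD, 30.1% ± 4.09 in R403Q-CD and 36.7% ± 3.22 in R403Q-EMPA were over the limit. The mean of the 4 R403Q libraries exceeded the mean of WT-CD by 12.9 percentage points. Among barcodes with at least 3000 UMIs, the shares were 4.41% ± 0.873, 4.56% ± 0.954 and 5.11% ± 1.41, a difference of 0.424 points that was smaller than the spread of replicates. The difference therefore lay in sparse barcodes, and a candidate explanation is a larger number of damaged nuclei or near-empty droplets in the R403Q preparations, which was not measured directly. Cardiomyocyte RNA outside nuclei was tested as a source of these barcodes. Cardiomyocyte markers took a larger share of UMIs in barcodes over the limit than in nuclei kept in 4 of 6 libraries, namely both R403Q-CD libraries, R403Q-EMPA replicate 1 and WT-CD replicate 2. In R403Q-CD replicate 1 they took 4.96% against 1.79%. In WT-CD replicate 1 they took 0.544% against 1.41% and in R403Q-EMPA replicate 2 they took 1.86% against 2.68%. When clustered without the limit, cardiomyocyte-like barcodes rose from 966 to 2111 and from 973 to 2107 in R403Q-CD. In WT-CD they rose from 1117 to 1198 and from 708 to 1025, and in R403Q-EMPA from 1534 to 2695 and from 1588 to 2230. Their median depth in R403Q-CD fell from 10417.5 to 2403 and from 12115 to 2659 UMIs. These values do not tell sparse cardiomyocyte nuclei from droplets with free RNA, so cardiomyocyte RNA outside nuclei stays open. An effect of the mutation on the tissue, how each heart was handled and the authors' choice of barcodes also stay open and were not tested.

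The list of sodium and calcium handling genes is reported because both R403Q-EMPA libraries lay above both R403Q-CD libraries in fibroblast-like nuclei and below them in cardiomyocyte-like nuclei. The change in mean log2 CPM was 0.08 in the former and −0.05 in the latter, a difference of 0.13. The difference was not tested, neither change was called, and both were small. No technical explanation was tested for it.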

How the results depend on the processing

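The alternative without a mitochondrial filter was chosen after seeing the data. No paired analysis was possible because the labels carry no replicate numbers shared across groups. In the order of deposit, the first 3 and the last 3 libraries each hold 1 library of every group. No label says whether this marks a batch, and no fit with such a block was made. In a test between 2 groups, leaving out a library of either group leaves it with 1, so gene counts were recomputed only without each library of the third group, and other values left out this way carry no test.

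Counts of called genes below are given in the order R403Q-CD against WT-CD, R403Q-EMPA against R403Q-CD and R403Q-EMPA against WT-CD. They were 0, 24 and 149 in fibroblast-like, 19, 55 and 664 in cardiomyocyte-like, and 0, 28 and 105 in endothelial-like nuclei. RLE scaling kept each within 1.5 times, as did removal of genes abundant in cardiomyocyte-like sums in the 2 classes where it applies. Without a filter on low counts they were 68, 813 and 945, then 278, 623 and 1435, then 68, 500 and 769, and the total of the other classes went from 702 to 3321. With DESeq2 they were 9, 234 and 383 in fibroblast-like, 98 and 224 in cardiomyocyte-like for the comparisons with R403Q-CD, and 5, 125 and 207 in endothelial-like nuclei. Fits of only the 4 libraries of a comparison gave 244 and 33 for the R403Q-EMPA comparisons in fibroblast-like, 260 and 344 in cardiomyocyte-like, and 170 and 14 in endothelial-like nuclei. For R403Q-EMPA against R403Q-CD, predicted doublets kept gave 40 in fibroblast-like and 36 in cardiomyocyte-like nuclei, resolution 0.5 gave 40 and 34, and a minimum of 1000 UMIs gave 34 in cardiomyocyte-like nuclei. Without a mitochondrial filter the cardiomyocyte-like counts were 476, 32 and 1057. The cause of these shifts was not tested.

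Leaving out 1 library of the third group gave, for R403Q-EMPA against R403Q-CD, from 265 to 276 genes in fibroblast-like, from 275 to 323 in cardiomyocyte-like and from 198 to 200 in endothelial-like nuclei. For R403Q-EMPA against WT-CD it gave 51 in both fits in fibroblast-like, from 377 to 380 in cardiomyocyte-like and from 33 to 41 in endothelial-like nuclei, and for R403Q-CD against WT-CD from 40 to 47 in cardiomyocyte-like nuclei. All 24, 55 and 28 genes called in R403Q-EMPA against R403Q-CD in these classes were also called whichever WT-CD library was left out. In single other classes, 67 of 189 counts under other alternatives and 29 of 42 without a library moved by more than 1.5 times. Per comparison, calls in the other classes went from 5 to 190 without a filter on low counts, 20 with doublets kept, 9 without a mitochondrial filter and 17 to 18 without a library. They went from 181 to 1133 without a filter on low counts, 438 with 4 libraries and 546 to 587 without a library, and from 516 to 1998 and 256 in the first 2 of these.

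The fry test, which presets no correlation, called 1 list in place of 7 for R403Q-CD against WT-CD and 0 in place of 5 for R403Q-EMPA against R403Q-CD in fibroblast-like nuclei, and 0 in place of 5 and 0 in place of 7 in cardiomyocyte-like nuclei. With fgsea the counts were 8, 6, 5 and 7. In cardiomyocyte-like nuclei, the alternative without a mitochondrial filter reversed collagen to 0.30, fatty acid oxidation to 0.24 and mitochondrially encoded genes to 0.87 in R403Q-CD against WT-CD. It also reversed, in R403Q-EMPA against R403Q-CD, ribosomal proteins to −0.28, mitochondrially encoded genes to −0.35 and oxidative phosphorylation to −0.36. Leaving out 1 library gave, for R403Q-CD against WT-CD, ranges from −0.22 to 0.53 for oxidative phosphorylation and from −0.013 to 0.31 for glycolysis in fibroblast-like nuclei. In cardiomyocyte-like nuclei the ranges were −0.87 to 0.40 for collagen, −0.15 to 0.53 for ribosomal proteins and −0.0039 to 0.37 for oxidative phosphorylation. The cause of these reversals was not tested.

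Without a mitochondrial filter, the change from WT-CD to R403Q-CD was −9.90 points in the fibroblast-like, 9.77 in the cardiomyocyte-like and −0.868 in the endothelial-like share, and the cardiomyocyte-like change from R403Q-CD to R403Q-EMPA was 1.37 points. This alternative left 4815 of 65872 nuclei without a class, and the cause was not tested. Doublets had been predicted only among barcodes within the limit, so the barcodes it added were not screened for them. Other alternatives left the shares within the spread of replicates. Without thinning, differences in the share with Postn were 1.10, 12.5 and 13.6 points, where thinning had lowered the UMIs counted per nucleus. The correlation between the comparisons ranged from −0.393 to −0.0626 in fibroblast-like and from −0.302 to −0.0136 in cardiomyocyte-like nuclei when 1 library was left out. Other alternatives moved it by no more than leaving out a library did. Over the 2000 genes with the highest counts, however, r changed sign in cardiomyocyte-like nuclei, to 0.0608, while rho kept it, at −0.0095.

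For single genes, 63 results were followed, each a gene in fibroblast-like, cardiomyocyte-like or endothelial-like nuclei and 1 comparison, and genes named in the other classes were not among them. Of 534 values under other alternatives, 467 kept their direction and side of the threshold, 32 came to pass it and 35 no longer did, and 0 reversed. Without a library, 62 of 378 moved beyond the spread of replicates, 6 came to pass and 10 no longer passed. Of 416 values of single lists under other alternatives, 371 were unchanged in direction and call, 9 came to pass, 30 no longer passed and 6 reversed. Without a library, 48 of 312 moved, 8 came to pass, 2 no longer passed and 5 reversed. Each of the 5 was a list called with all libraries, and sign changes of lists not called do not enter this count. With 2 libraries per group, no share could reach a permutation p under 0.333, and Slc5a1 and Slc5a2 were too sparse to compare.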

Other observations

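All tests in this part were chosen only after the result was seen. The alternative without a mitochondrial filter had itself been chosen after seeing the data. The chaperone list it was used on was written after some of its genes had been seen to rise. The alternative with predicted doublets kept was planned, but its use as a test here was not.

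Genes of the heat-shock response led the changes in several classes of R403Q-EMPA nuclei. A list of 23 chaperone genes was written, of which 9 had already been seen to rise. It was called higher in R403Q-EMPA than in R403Q-CD in 10 of 10 classes by camera and in 9 by fry, with mean log2 fold changes from 0.66 to 1.82. Against WT-CD it was called in 10 classes, and in 9 by fry, with changes from 0.62 to 1.95. In R403Q-CD against WT-CD it was called in 5 classes, and in 0 by fry. A difference in sequencing depth would part the R403Q-EMPA libraries, which had the highest and the lowest total, but both lay above the other 4 libraries in 10 classes. Free cardiomyocyte RNA could not bring the rise as a whole, since 14 of the 23 genes rose in endothelial-like nuclei by more CPM than cardiomyocyte-like nuclei held. Without a mitochondrial filter the change in endothelial-like nuclei was 1.82, as with it. Handling stress of the kind that raises immediate early genes would raise those genes as well, but a list of 20 was called higher in 1 of 8 classes, the fibroblast-like one, and in 0 by fry. Against WT-CD that list was called higher in 2 of 8 classes, the fibroblast-like one, by 0.59, and the cardiomyocyte-like one, by 0.53, and again in 0 by fry. In cardiomyocyte-like nuclei it was already higher in R403Q-CD than in WT-CD, by 0.51, and changed by 0.03 from R403Q-CD to R403Q-EMPA, where the chaperone list rose by 1.22. Such stress therefore stays open for fibroblast-like nuclei and, against WT-CD, for part of the rise in cardiomyocyte-like nuclei. A difference in collection or preparation between the groups cannot be told apart from an effect of EMPA, since either may act on all 10 classes and the labels state neither the collection nor the preparation of each library. Both stay open.

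Clock genes were shifted in the same libraries. A list of 5 genes around Arntl was called higher in R403Q-EMPA than in R403Q-CD in 4 of 4 classes where it could be tested, and in 3 by fry, with mean log2 fold changes from 0.55 to 2.03. A list of 10 genes around Dbp, which peak at the opposite time, was called lower in 9 of 9 classes, also by fry, with changes from −0.99 to −0.60. Against WT-CD the latter were −1.58 to −0.84. In R403Q-CD against WT-CD the Dbp list was called lower in 5 classes, and in 2 by fry. Of these lists, Arntl, Dbp, Nr1d1, Nr1d2 and Ciart had been seen before. The mean log2 CPM of the Arntl list minus that of the Dbp list was higher in both R403Q-EMPA libraries than in the other 4 libraries in 4 of 4 classes. Hearts collected at another time of day could give this, but so could a drug effect on the clock or on feeding, and these cannot be told apart because the time of collection is not stated.

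Hypertrophy genes, which cardiomyocytes express, were higher in fibroblast-like nuclei of R403Q-CD than of WT-CD by 0.66. Predicted doublets had been removed before this was measured, so the value of 0.66 with them kept decides nothing. Doublets that the caller missed stay open and were not tested. Free cardiomyocyte RNA was tested on 292 genes over 20-fold more abundant in cardiomyocyte-like nuclei, the hypertrophy list left out. Their median log2 fold change was 0.299, with 77.4% of them higher, against −0.01 for the other genes. Limits of 0.3 and 80% had been set before the value was seen and were narrowly missed, so the test leaves free cardiomyocyte RNA open as a candidate source. It was not tested for Nppa, which was among the largest changes in endothelial-like, myeloid-like and pericyte-like nuclei.

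Fibroblast activation genes were higher in fibroblast-like nuclei of R403Q-EMPA than of R403Q-CD. The mean log2 CPM of the list was 4.42 and 3.83 in WT-CD, 3.84 and 4.23 in R403Q-CD, and 6.20 and 4.81 in R403Q-EMPA. If 1 library alone had given the rise, R403Q-EMPA replicate 2 would lie among the other 4 libraries. It lay 0.387 above the highest of them, close to the spread between replicates of 0.356, so this stays open. A fibroblast-like cluster of 835 nuclei, with Cilp, Thbs4 and Postn among its leading genes, drew 53.9% of them from R403Q-EMPA replicate 1. Tissue from outside the left ventricle was considered because Myl7 and Nppa, which atrial cardiomyocytes express, had been seen to rise. A list of 9 atrial genes with both of them, of which 6 could be tested, was higher by 1.83 in cardiomyocyte-like nuclei of R403Q-EMPA than of R403Q-CD, and was called by camera and fry. More atrial tissue in these libraries may explain this, but the list held genes picked for their rise and the same genes can rise in stressed ventricles, so it cannot be told apart from an effect on the ventricle. Adipocyte-like nuclei also made up a larger share of R403Q-EMPA (0.424%) than of R403Q-CD (0.0414%) or WT-CD nuclei (0.0593%). These were few nuclei and the difference was not tested, so it does not settle whether tissue from outside the left ventricle was present. A response to EMPA and differences between animals also stay open and were not tested.

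The collagen list was higher by 0.88 in fibroblast-like nuclei of R403Q-EMPA than of R403Q-CD. Without R403Q-EMPA replicate 1 the value was 0.55, and fry called no list in this comparison. The direction is opposite to that of the change in bulk RNA quoted from the study above, although the measures and the gene sets differ.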
